A study of Mus musculus with 12 samples.

How the data were processed

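The series holds 12 RNA-seq libraries of Neuro-2a cells, a mouse neuroblastoma line that grows as an adherent culture. Per the labels, cells in a well were co-transfected with 1 µg of a plasmid that expresses GFP and with 3 µg in total of plasmids that express artificial microRNAs in a miR30 backbone. The microRNA plasmid was a scramble control, a pool of 3 plasmids against Rbmx, or a pool of 2 plasmids against Rbmxl1. GFP-positive cells were sorted by flow cytometry 48 hours later, and total RNA was depleted of ribosomal RNA and made into stranded libraries. The labels name 3 groups of 4 libraries each and number the biological replicates 1 to 4 in every group. They do not say what the number stands for, and they give no date or batch.

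The authors deposited raw counts: 1 file per library with 1 whole number for each of 55401 Ensembl gene identifiers, without normalization. The aligner, the counting program, the genome build, the annotation, the strand setting and the read length are not stated in the labels or in the files. Each deposited count file also ends in 5 rows that name no gene, for reads outside features, ambiguous reads, low-quality alignments, unaligned reads and reads with several alignments. These rows held from 52.3% to 57.4% of the total of each file. That total equals reads in genes plus reads outside features, ambiguous reads and reads with several alignments. Low-quality alignments and unaligned reads therefore add nothing to it. The rows that name no gene were left out of library sizes and tests. Reads with several alignments were therefore not assigned to genes by the authors, which lowers the counts of genes with near-identical copies. Reads in genes ranged from 43.1 to 52.2 M per library. Gene names, positions and biotypes were taken from GENCODE M21, on the GRCm38 assembly. This annotation may not be the one used for counting. Of the identifiers, 55141 were in it and 260 were not. Because the strand setting is not stated, the counts of genes that overlap another gene are uncertain.

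The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the groups as given (minimum count 10, minimum total 15), which left 17569 genes. Library sizes were scaled by the trimmed mean of M-values (TMM). A quasi-likelihood model with 1 mean per group was fitted to all 12 libraries, which share 1 estimate of the spread. Each knockdown was tested against scramble, and the knockdowns against each other, with the quasi-likelihood F-test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors were derived from the log2 fold change and the F statistic. Counts-per-million values (CPM) were computed from the TMM-scaled library sizes and are given as mean ± SD over the 4 libraries of a group.

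Replicate numbers were checked for pairing, because the groups share them. Log2 CPM values (prior count 2) were centred on the group means and correlated between libraries across genes. In each of the 12 pairs of libraries that share a number and come from different groups, r was positive, from 0.20 to 0.52. Libraries of different groups with different numbers gave 0.10 to 0.43 over 12 pairs where both numbers were 1 or 2 or both were 3 or 4, and −0.57 to −0.13 over the other 24 pairs. The numbers were treated as pairing the samples. The values show a strong separation of replicates 1 and 2 from replicates 3 and 4. Within replicates 1 and 2 or 3 and 4, the ranges for the same number and for different numbers overlap. A pairing of single numbers beyond that separation is therefore not shown, and the labels give none. The design fixed before the data were examined has no replicate term. The alternative fit with the replicate number as a block, fixed at the same time, is given beside each result whose call it changed or whose count it moved by more than 1.5 times. The common dispersion was 0.0362 without the block and 0.0093 with it.

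Both fits were tested on simulated counts for the 17569 genes, with 200 genes changed in the simulated Rbmx knockdown. The simulated means kept the real library sizes and the differences between replicate numbers, and the dispersions came from the fit with the block. The block was therefore right by construction. Its better recovery shows what it gains if such differences exist, and is no evidence that it suits the real counts. Over 5 runs at 1.5-fold, 31.6% of the changed genes were recovered without the block and 78.9% with it. At 2-fold the shares were 77.3% and 93.6%. Of the calls, at most 0.1% were false without the block and at most 6.3% with it. In the simulated Rbmxl1 knockdown, which had no changed genes, the fit with the block made a mean of at most 0.6 calls per run.

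A total of 5 gene lists were written from general knowledge before the data were examined: p53 targets (28 genes), interferon-stimulated genes (30), genome maintenance genes with long exons (15), neuronal genes (30) and mitotic cell cycle genes (30). All members were in the files, and 22, 27, 15, 27 and 30 of them were tested. Each list was tested with camera in limma 3.58.1 on log2 CPM, with a preset correlation between genes of 0.01, and the p-values were adjusted over the 10 list tests against scramble. Estimated correlations and fry were the alternatives. The Pearson correlation across genes of the changes in both knockdowns was compared with 100 simulated data sets in which the knockdown groups were unchanged, because the contrasts share the 4 scramble libraries.

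The rule for naming genes was fixed before the data were examined. It takes Rbmx, Rbmxl1, Rbmxl2 and Rbmy. It takes, per contrast, up to 4 genes with the largest rise and 4 with the largest fall among called genes with a symbol, a mean of at least 1 CPM and no overlap of CPM between the groups compared. It also takes up to 3 called members per list with the smallest adjusted p, and the 3 shared calls on each side with the largest smaller change. The rule was applied to both fits; applying it to the fit with the block was decided after the counts of calls were seen. Sequence sharing between Rbmx, Rbmxl1 and their copies was measured as the percentage of 50-base and 100-base words of the longest transcript that occur in transcripts of another gene in the annotation.

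The alternatives tried were size factors from DESeq2's method (RLE) and upper-quartile factors, no filter on low counts, at least 10 counts in every library, the 2 groups compared alone, the DESeq2 1.42.0 Wald test, limma-voom with sample quality weights, stricter thresholds, removal of each library's trend with GC content (loess, span 0.3), the replicate block, the block with the GC trend removed, and leaving out each library in turn. The summed count of Rbmx and Rbmxl1 was tested as 1 feature. Within each group, pairs of libraries differed by far more than sampling noise (chi-square per gene from 10.0 to 103.7). This argues against repeat sequencing of 1 library, but cannot tell separate cultures from separate preparations of 1 culture. All 12 were counted as separate samples, following the labels, which number them as biological replicates.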

Results

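RNA was profiled in sorted GFP-positive Neuro-2a cells 48 hours after transfection with artificial microRNAs against Rbmx, against Rbmxl1, or with a scramble sequence. Rbmx encodes an RNA-binding protein and lies on chromosome X, and Rbmxl1 is an autosomal retrocopy of it. The comparisons address which transcripts change when either gene is reduced, whether each copy responds to loss of the other, and whether the knockdowns share their effects. Each group held 4 libraries. The scramble libraries, replicates 1 to 4, had 43.8, 43.8, 52.2 and 49.9 M reads in genes. The Rbmx knockdown libraries had 47.7, 48.6, 50.0 and 44.5 M, and the Rbmxl1 knockdown libraries had 48.0, 46.9, 43.1 and 44.9 M. The values are the authors' raw counts per gene, scaled here to counts-per-million values (CPM), and log2 fold changes are given ± SE from edgeR's quasi-likelihood model with its Benjamini-Hochberg adjusted p. Intervals and limits drawn from counts cover counting error only.

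The targeted genes were examined first. Rbmx (ENSMUSG00000031134; chromosome X, 57383530 to 57393036, minus strand, protein coding, GENCODE M21 on GRCm38) overlaps 1 other annotated gene on its strand. Its level was 67.7 ± 7.15 CPM (SD, n = 4) in scramble and 27.6 ± 4.96 CPM (SD, n = 4) in Rbmx knockdown, a log2 fold change of −1.29 ± 0.12 (adjusted p 9.6e-04). The highest Rbmx knockdown library, at 32.6 CPM, lay below the lowest scramble library, at 57.6 CPM. Rbmxl1 (ENSMUSG00000037070; chromosome 8, 78505269 to 78508898, minus strand, protein coding) overlaps no other annotated gene. It was at 34.1 ± 2.21 CPM (SD, n = 4) in scramble and 14.2 ± 1.99 CPM (SD, n = 4) in Rbmxl1 knockdown, a log2 fold change of −1.27 ± 0.10 (adjusted p 1.8e-04). The libraries ranged from 31.3 to 36.7 CPM in scramble and from 12.3 to 16.7 CPM in Rbmxl1 knockdown. Each targeted gene was therefore lowest in the group whose label names it, in every library. The alternative that moved these values most was the summed count of both genes, which fell by 0.68 on the log2 scale in Rbmx knockdown and gave −0.02 in Rbmxl1 knockdown.

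**Figure D1:**
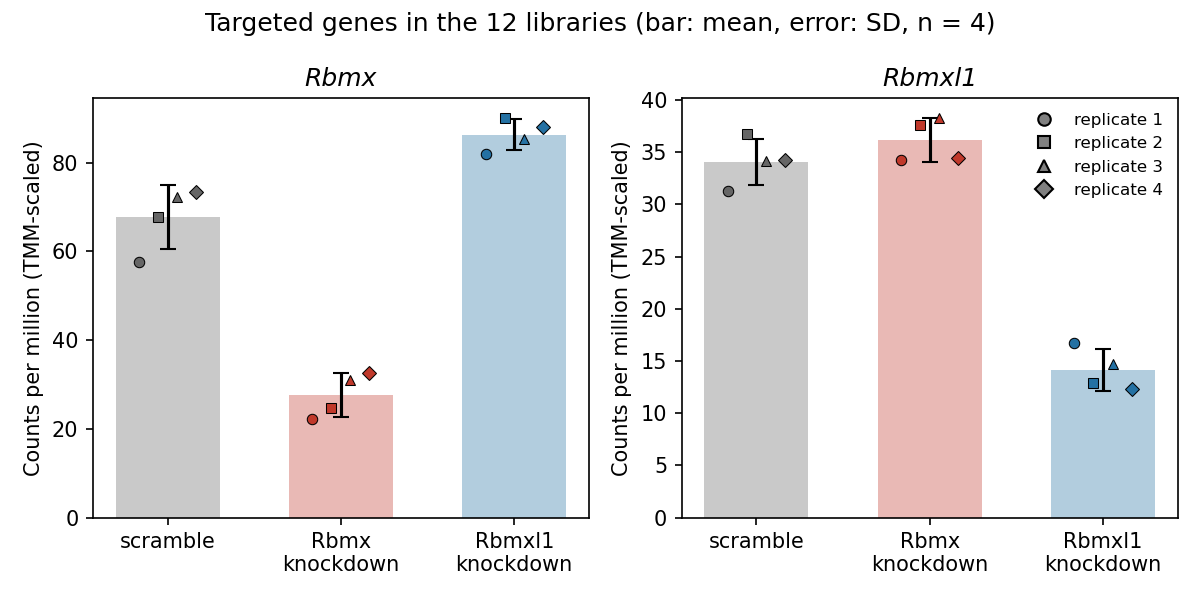
CPM of Rbmx (left) and Rbmxl1 (right) on the vertical axes for the 12 libraries, by group; bars are means, error bars are SD (n = 4) and symbols are single libraries by replicate number. Rbmx lay between 22.2 and 32.6 CPM in Rbmx knockdown against 57.6 to 73.3 CPM in scramble, and Rbmxl1 between 12.3 and 16.7 CPM in Rbmxl1 knockdown against 31.3 to 36.7 CPM in scramble.

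Neither copy was called as changed when the other was reduced under the design without a replicate term. Rbmxl1 was at 36.1 ± 2.11 CPM (SD, n = 4) in Rbmx knockdown, a log2 fold change of 0.08 ± 0.10 (adjusted p 0.819) that is smaller than its error. Rbmx was at 86.3 ± 3.51 CPM (SD, n = 4) in Rbmxl1 knockdown, a log2 fold change of 0.35 ± 0.12 (adjusted p 0.444). With the replicate number as a block, this rise of 0.36 ± 0.07 was called (adjusted p 0.0165), and Rbmx was higher than in the scramble library of the same number in 4 of 4 cases. Within replicates 1 and 2 the rise was 0.47 ± 0.10 (adjusted p 0.0965), and within replicates 3 and 4 it was 0.24 ± 0.07 (adjusted p 0.122). Rbmxl1 in Rbmx knockdown was not called with the block either (0.08 ± 0.09, adjusted p 0.601), although it was higher in 4 of 4 same-number pairs. The summed count of both genes was 102 ± 8.69 CPM (SD, n = 4) in scramble, 63.8 ± 5.69 CPM in Rbmx knockdown (log2 fold change −0.68 ± 0.08, adjusted p 0.0211) and 100.5 ± 1.80 CPM in Rbmxl1 knockdown (−0.02 ± 0.08, adjusted p 0.986).

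The sequences of Rbmx and Rbmxl1 were distinct enough for reads to be separated: 1.0% of the 50-base words of the longest Rbmx transcript occurred in any other gene, and 1.1% of those of Rbmxl1 occurred in Rbmx. In contrast, 79.0% of the 50-base words of Rbmxl1 occurred in some other gene, and 74.2% occurred in Gm7324, another annotated copy on chromosome 14. At 100 bases the share of Rbmxl1 words found in another gene was 59.1%. Reads from these stretches align in several places, so the counts of Rbmxl1 understate its level, and the levels of Rbmxl1 and Rbmx and their sum cannot be compared as absolute amounts. Gm7324, named after its values were seen, was at 0.841 ± 0.123 CPM (SD, n = 4) in scramble and 0.279 ± 0.119 CPM (SD, n = 4) in Rbmxl1 knockdown. Rbmy (chromosome Y) had no count in any library, and Rbmxl2 (chromosome 7) had no count except in 1 Rbmx knockdown library with 1 count. At these depths a count of 0 allows up to 0.0574 to 0.0696 CPM per library, computed on reads in genes without TMM scaling.

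The main source of variation was not the knockdown. On principal components of log2 CPM, the first component held 37.9% of the variance and separated replicates 1 and 2 of every group (−48.5 to −12.1) from replicates 3 and 4 of every group (25.3 to 32.8). The second component held 13.3%. On it scramble lay at 10.9 to 30.7 and Rbmx knockdown at −27.6 to −7.6. Rbmxl1 knockdown replicates 1, 3 and 4 lay at −20.5 to −8, while its replicate 2, at 21.2, lay among scramble. Every group is split evenly by this separation, so knockdown and replicate set are not confounded.

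**Figure D2:**
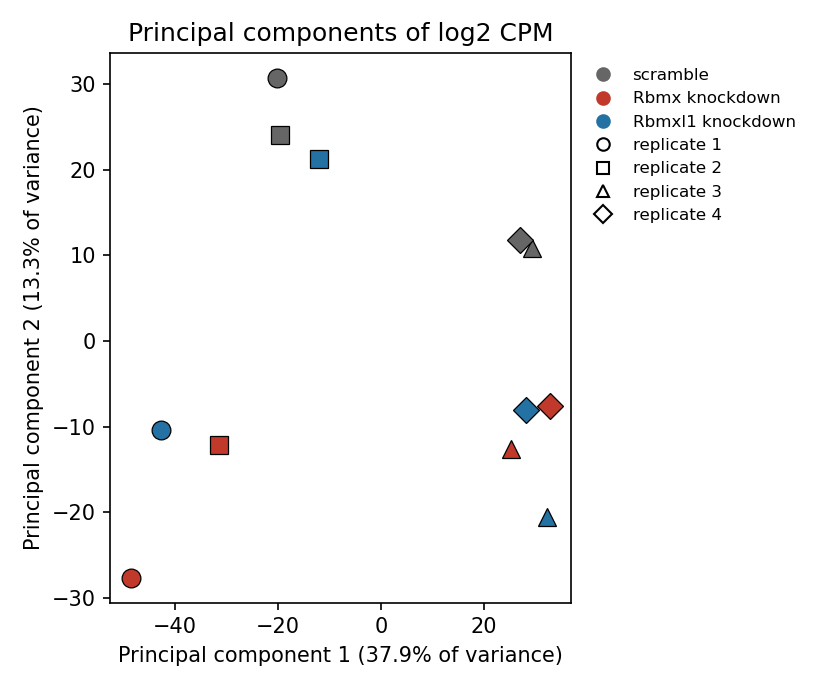
The 12 libraries on the first 2 principal components of log2 CPM (axes in component units, with the percentage of variance); colours are groups and symbols are replicate numbers. Replicates 1 and 2 lie at −48.5 to −12.1 and replicates 3 and 4 at 25.3 to 32.8 on the first component in all 3 groups.

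Without a replicate term, 1 of 17569 genes was called in Rbmx knockdown against scramble, Rbmx itself; 1919 genes had an unadjusted p under 0.05, where 878 are expected by chance. With the replicate number as a block, 1467 genes were called, of which 730 were higher and 737 lower. Of the alternatives to the design without the block, this one moved the count most. Most of the changes were small: the median absolute log2 fold change of the called genes was 0.32 (quartiles 0.25 and 0.46), and 66 genes passed a 2-fold change, 19 upward and 47 downward. The count with the block rested in part on single replicate numbers and fell to 146 without replicate 3 of each group, of which 139 were among the 1467. Within replicates 1 and 2 alone, 2 genes were called, and within replicates 3 and 4 alone, 467.

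In Rbmxl1 knockdown against scramble, 1 gene was called without a replicate term, Rbmxl1 itself, with 1487 genes at an unadjusted p under 0.05. With the block, 783 genes were called, 396 higher and 387 lower, with a median absolute log2 fold change of 0.32 and 27 genes past 2-fold (19 up, 8 down). Leaving out replicate 4 of each group lowered this count to 100 genes, 95 of them among the 783, and leaving out replicate 3 lowered it to 107, 103 of them among the 783. Within replicates 1 and 2 alone 48 genes were called, and within replicates 3 and 4 alone 145.

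The direct comparison of the knockdowns called 2 genes in both fits: Rbmx, lower in Rbmx knockdown (log2 fold change −1.64 ± 0.12, adjusted p 4.1e-05), and Rbmxl1, higher in Rbmx knockdown (1.35 ± 0.10, adjusted p 4.1e-05). An unadjusted p under 0.05 was reached by 273 genes without the block and 1002 with it, where 878 are expected. Within replicates 1 and 2 alone 3 genes were called, and within replicates 3 and 4 alone 2.

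The largest changes among called genes with at least 1 CPM and no overlap between groups came from the fit with the block. Apart from Rbmx and Rbmxl1, none of the genes in this paragraph was called without the block, where their lowest adjusted p was 0.240. In Rbmx knockdown the largest rises were in Gm807, a long non-coding RNA gene (log2 fold change 1.13 ± 0.25, adjusted p 0.0151), the pseudogene Gm11814 (1.04 ± 0.26, adjusted p 0.0245), Ankrd37 (1.01 ± 0.19, adjusted p 0.00841) and Ocstamp (0.88 ± 0.24, adjusted p 0.0343). Besides Rbmx, the largest falls were in Ager (−1.47 ± 0.37, adjusted p 0.0241), Tmod4 (−1.24 ± 0.32, adjusted p 0.0262) and Nckap5los (−1.22 ± 0.21, adjusted p 0.00675). In Rbmxl1 knockdown the largest rises were in Cdc42ep2 (1.43 ± 0.24, adjusted p 0.00644), Ankrd37 (1.42 ± 0.19, adjusted p 0.00150), Gm807 (1.34 ± 0.25, adjusted p 0.0105) and Rimbp3 (1.00 ± 0.21, adjusted p 0.0174). Besides Rbmxl1, the largest falls were in 5430430B14Rik (−0.89 ± 0.22, adjusted p 0.0372), Gm16310 (−0.87 ± 0.17, adjusted p 0.0149) and Gm37121 (−0.77 ± 0.20, adjusted p 0.0407). Each of these genes moved the same way in 4 of 4 same-number pairs in the contrast named. That follows from the choice of genes without overlap between the groups and adds no support. They were weakly expressed, with group means from 0.563 CPM (Cdc42ep2, scramble) to 6.46 CPM (Nckap5los, scramble). Ankrd37 and Nckap5los overlap genes on the opposite strand, and Gm16310 and Gm37121 overlap genes on the same strand, so their counts are uncertain.

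The changes in the knockdowns were then compared with each other. Across 17569 genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.693 (jackknife SE over the 12 libraries 0.168) and a Spearman rho of 0.708, and 79.3% of the genes moved the same way. Simulated unchanged groups against the same scramble libraries gave a mean r of 0.496 (0.466 to 0.522 over 100 data sets), a mean rho of 0.447 and a mean same-direction share of 66.6%. When each knockdown was set against different scramble libraries, r averaged 0.26 over the 6 ways of dividing them. It was 0.328 to 0.405 in the 4 ways that give each knockdown 1 scramble library from each replicate set. It was 0.004 and 0.069 in the 2 ways that set replicates 1 and 2 against one knockdown and replicates 3 and 4 against the other, where the replicate sets enter the contrasts with opposite signs. With the block, 516 genes were called in both knockdowns, where the simulated groups gave at most 1. Of these, 515 moved the same way (271 up, 244 down), the exception being Rbmx. The same-direction share is of little weight by itself, since 99.4% of the genes with an unadjusted p under 0.05 in both simulated contrasts also moved the same way. The number of such genes was 2348 in the data and 172 on average in the simulations. Apart from differences between replicate numbers, the simulated genes varied independently of each other. The simulated counts therefore leave out differences between libraries that move many genes together.

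**Figure D3:**
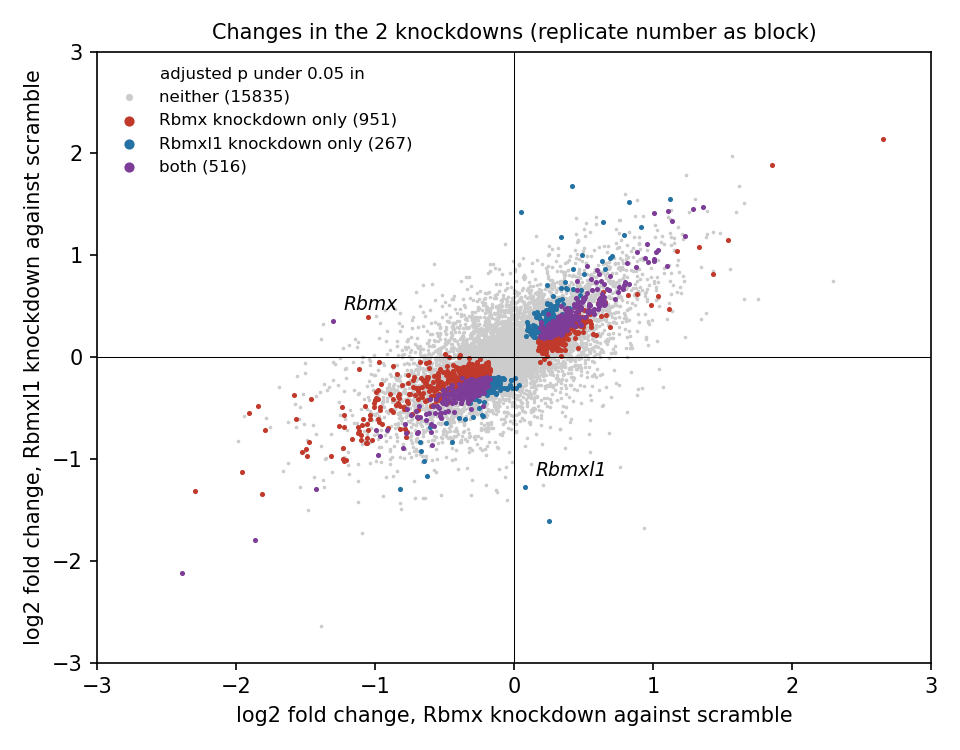
Log2 fold change against scramble in Rbmx knockdown (horizontal) and Rbmxl1 knockdown (vertical) for each tested gene, from the fit with the replicate block; colours mark genes with an adjusted p under 0.05. Called in both were 516 genes, in Rbmx knockdown only 951 and in Rbmxl1 knockdown only 267; Rbmx lies at −1.30 and 0.36, and Rbmxl1 at 0.08 and −1.27.

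Among the genes called in both knockdowns with the block, the largest shared rises were in Inka2 (log2 fold change 1.36 ± 0.36 in Rbmx and 1.48 ± 0.37 in Rbmxl1 knockdown), Kbtbd11 (1.29 ± 0.17 and 1.45 ± 0.17) and Selenbp1 (1.23 ± 0.20 and 1.18 ± 0.20). The largest shared falls were in Gm16234 (−2.39 ± 0.59 and −2.12 ± 0.57), Gm45893 (−1.87 ± 0.46 and −1.80 ± 0.46) and Gnmt (−1.43 ± 0.33 and −1.30 ± 0.32). Kbtbd11 is an example of a gene that was called only with the block and also differed between the replicate sets. It was at 7.75 ± 4.77 CPM (SD, n = 4) in scramble and 18.8 ± 11.8 CPM (SD, n = 4) in Rbmx knockdown. The groups overlapped, yet it was higher in 4 of 4 same-number pairs. Inka2, Gm16234, Gm45893 and Gnmt were weakly expressed, with group means of at most 1.26 CPM. Gm45893 is a processed pseudogene that overlaps 1 gene on the same strand, and Gm16234, Gnmt and Kbtbd11 overlap genes on the opposite strand, which makes their counts uncertain.

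None of the 5 gene lists fixed in advance held a called gene without the block. The genome maintenance genes with long exons had a median log2 fold change of −0.14 in Rbmx knockdown, with 13 of 15 lower (camera adjusted p 0.0136), and −0.10 in Rbmxl1 knockdown, with 11 of 15 lower (camera adjusted p 0.0143). Adjusted over the list alone, 2 and 1 of the 15 genes passed. With the block, 5 and 2 of them were called over all genes tested, 5 and 3 adjusted over the list alone, and the list p-values were 0.0148 and 0.0320. The called members included Rev3l (−0.34 ± 0.07 and −0.25 ± 0.07 in Rbmx and Rbmxl1 knockdown), Atrx (−0.27 ± 0.06 in Rbmx knockdown), Brca1 (−0.26 ± 0.07 in Rbmx knockdown) and Brca2 (−0.57 ± 0.11 in Rbmxl1 knockdown), each from the fit with the block; Rev3l, Atrx and Brca2 overlap other annotated genes. The list shift in Rbmx knockdown was no longer past the threshold with the GC trend removed (median −0.08, adjusted p 0.124), nor was that in Rbmxl1 knockdown (median −0.11, adjusted p 0.143). Leaving out 1 library could also undo these calls, in the fit without the block. That also leaves the replicate sets unbalanced, and in Rbmx knockdown the median followed the sets. It was −0.18 and −0.17 without scramble replicates 1 and 2, and −0.12 and −0.11 without 3 and 4. Without Rbmx knockdown replicates 1 and 2 it was −0.08 and −0.10, and without 3 and 4 it was −0.19 in each. The loss of a call therefore cannot be laid to the single library. In Rbmx knockdown the adjusted p rose to 0.0570 without scramble replicate 3 (median −0.12), to 0.0542 without Rbmx knockdown replicate 1 (−0.08) and to 0.113 without Rbmx knockdown replicate 2 (−0.10). In Rbmxl1 knockdown it rose to 0.0672 without scramble replicate 3 (median −0.05) and to 0.0608 without Rbmxl1 knockdown replicate 4 (−0.12). In Rbmx knockdown the median was −0.20 within replicates 1 and 2 and −0.10 within replicates 3 and 4 (test of the difference, camera adjusted p 0.0704 over 10 tests). In Rbmxl1 knockdown it was −0.02, with 9 of 15 lower, within replicates 1 and 2 and −0.16, with 13 of 15 lower, within replicates 3 and 4. The test of that difference gave an adjusted p of 0.00284, 0.432 with an estimated correlation and 0.0568 under fry.

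The mitotic cell cycle genes had a median log2 fold change of 0.10 in Rbmx knockdown, with 25 of 30 higher (camera adjusted p 0.00461; 0.0148 with the block), and of 0.03 in Rbmxl1 knockdown, with 19 of 30 higher (adjusted p 0.542). The direct comparison of the knockdowns gave a median of 0.09 for this list, with 28 of 30 higher in Rbmx knockdown (camera adjusted p 7.2e-05 over the 5 lists; 0.462 with an estimated correlation and 0.769 under fry). The shift in Rbmx knockdown did not hold in both replicate sets: the median was −0.02 within replicates 1 and 2 and 0.25 within replicates 3 and 4. The test of that difference passed the threshold only with the preset correlation (adjusted p 1.3e-07 over 10 tests, 0.432 with an estimated correlation and 0.123 under fry). The list adjusted p rose to 0.0570 without scramble replicate 3 (median 0.08) and to 0.0699 without Rbmx knockdown replicate 3 (median 0.06). These fits had no block, so leaving out 1 library also unbalanced the replicate sets. With the block, Plk1 (0.39 ± 0.11) and Ccnb2 (0.30 ± 0.09) were called in Rbmx knockdown; Plk1 overlaps a gene on the opposite strand. No list was past the threshold under an estimated correlation between genes (lowest adjusted p 0.653 over the 10 tests) or under fry (lowest 0.364), so the camera calls rest on the preset correlation.

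The remaining lists were not past the threshold against scramble in either fit. The p53 targets had medians of −0.04 in Rbmx and −0.03 in Rbmxl1 knockdown (adjusted p 0.721 and 0.639). With the block, 4 and 3 of the 22 tested members were called, 6 and 5 adjusted over the list alone, in both directions: Trp53inp1 fell (−0.40 ± 0.09 and −0.33 ± 0.09), Btg2 rose (0.51 ± 0.14 and 0.59 ± 0.14), Ddb2 fell in Rbmx knockdown (−0.97 ± 0.22) and Zmat3 fell in Rbmxl1 knockdown (−0.22 ± 0.06). The interferon-stimulated genes had medians of 0.12 and 0.13 (adjusted p 0.542 for each), and the only called member with the block was Eif2ak2, which fell (−0.26 ± 0.07 and −0.38 ± 0.07), also adjusted over the list alone. The sign of this list's median in Rbmx knockdown turned when scramble replicate 4 (−0.06), Rbmx knockdown replicate 1 (−0.11) or Rbmx knockdown replicate 2 (−0.07) was left out. The list passed the threshold without scramble replicate 2 (medians 0.19 and 0.19 in Rbmx and Rbmxl1 knockdown, adjusted p 0.0476 for each) and, in Rbmx knockdown, without Rbmx knockdown replicate 3 (median 0.18, adjusted p 0.0341). Without scramble replicate 4 the median in Rbmxl1 knockdown was −0.04. These leave-out fits had no block, so the replicate sets were unbalanced in them. The neuronal genes had medians of 0.03 and −0.01 (adjusted p 0.542 for each). With the block 5 and 2 of 27 were called, 6 and 3 adjusted over the list alone: Stmn3 rose in Rbmx knockdown (0.27 ± 0.06), Kif5a fell in Rbmx knockdown (−0.29 ± 0.07), Mapt fell in both (−0.27 ± 0.06 and −0.29 ± 0.06) and Snap25 fell in both (−0.23 ± 0.07 and −0.25 ± 0.07). Ddb2, Eif2ak2, Mapt and Snap25 overlap genes on the opposite strand. In the direct comparison the neuronal list had a median of 0.07, with 20 of 27 higher in Rbmx knockdown (camera adjusted p 0.00913 over the 5 lists; 0.462 with an estimated correlation and 0.769 under fry). With the block the median was 0.04 and the camera adjusted p 0.00294. An estimated correlation then gave 0.0941 and fry 0.0510, both still above the threshold.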

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

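The tests of chance and of a single aberrant library in this part were chosen only after the result was seen. In 8 of the 126 groups of 4 libraries examined, 1 library lay so far from the nearest of the other 3, relative to the range of the group, that it passed Dixon's 95% critical value. The groups were those of the named genes and of the read totals per library. Chance alone gives about 1 in 20 such groups, here 6.3.

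In scramble, 5 groups held such a library. 5430430B14Rik was at 2.80 CPM in replicate 1 against 1.76 to 1.81 CPM in the other 3 (gap over range 0.951). Rimbp3 was at 0.736 CPM in replicate 1 against 1.64 to 1.72 CPM (0.915). Gm807 was at 0.698 CPM in replicate 2 against 0.575 to 0.585 CPM (0.918). Inka2 was at 0.613 CPM in replicate 3 against 0.163 to 0.207 CPM (0.902). Cdc42ep2 was at 0.332 CPM in replicate 4 against 0.628 to 0.650 CPM (0.932). In Rbmx knockdown, Gm11814 was at 4.56 CPM in replicate 2 against 2.60 to 2.80 CPM (0.897). In Rbmxl1 knockdown, 5430430B14Rik was at 1.41 CPM in replicate 4 against 0.985 to 1.01 CPM (0.947), and Snap25 was at 185.3 CPM in replicate 2 against 142.4 to 148.0 CPM (0.869).

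A single aberrant or mislabelled library that is the source of most of these cases is argued against: the library that stood apart most often, scramble replicate 1, did so in 2 of the 8 groups. Chance over the groups tested remains open, since 8 or more groups of 126 has a one-sided exact binomial p of 0.30. The groups share the same 12 libraries and are not independent, and some of the named genes were chosen for groups that do not overlap, so this p is approximate. No group in the design sets a single library apart, so no biological explanation was tested.

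Without the library that stood apart, the fit without a replicate term kept the direction of each of these genes. Inka2 in Rbmx knockdown was at 1.96 instead of 1.30 on the log2 scale without scramble replicate 3, and Inka2 in Rbmxl1 knockdown was at 2.00 instead of 1.34. Rimbp3 in Rbmx knockdown was at 0.29 instead of 0.51 without scramble replicate 1, and was not called in either fit.

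The reads that the deposited files assign to no gene were compared between each knockdown and scramble as percentages of the total of each file. That total holds no unaligned reads. The comparison used 6 exact permutation tests on 4 against 4 libraries. The lowest p was 0.314, for reads with several alignments in Rbmx knockdown (24.6 ± 2.2% against 22.7 ± 2.1% in scramble, SD, n = 4). That share was higher in 4 of 4 same-number pairs. None of these tests passed 0.05.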

How the results depend on the processing

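The alternatives chosen only after the result was seen are the 2-level batch term, the fits to replicates 1 and 2 or 3 and 4 alone, all alternatives to the fit with the replicate block other than dropping it and removing the GC trend, and the correlations across replicate sets or over genes called with the block. The median change of all genes was at most 0.021 on the log2 scale under any scaling. The ranges below for the targeted genes and the lists cover the alternatives fixed in advance that were run for them. Of these alternatives, limma-voom and the stricter thresholds were applied only to the counts of called genes. The DESeq2 Wald test was not run for the lists or for the correlation between the knockdowns. The fits to replicates 1 and 2 or 3 and 4 alone are given apart from these ranges.

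Rbmx in Rbmx knockdown kept its direction and stayed past the threshold under every alternative fixed in advance, from −1.38 to −0.68 (the summed count). Rbmxl1 in Rbmxl1 knockdown did so from −1.36 to −1.21, except that the summed count of both genes gave −0.02. Rbmxl1 in Rbmx knockdown stayed above 0 and uncalled, from 0.05 to 0.12, except for the summed count at −0.68. Rbmx in Rbmxl1 knockdown stayed between 0.28 and 0.39; it was called with the replicate block (0.36) and with the block and the GC trend removed (0.38), and the summed count gave −0.02. Within replicates 1 and 2 and within replicates 3 and 4, Rbmx in Rbmx knockdown was at −1.41 and −1.20 and Rbmxl1 in Rbmxl1 knockdown at −1.19 and −1.35, all called. Rbmxl1 in Rbmx knockdown was at 0.09 and 0.08 and Rbmx in Rbmxl1 knockdown at 0.47 and 0.24, all uncalled. The summed count adds the other gene by construction, so its reversals describe the sum and not either gene.

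The numbers of called genes depend on the replicate term. In Rbmx knockdown, the single call without the block became 1467 with the replicate block, 1408 with the block and the GC trend removed, 1311 with the 2-level batch term, 205 with the DESeq2 Wald test, 2 without a filter on low counts, 2 in only replicates 1 and 2, and 467 in only replicates 3 and 4. In Rbmxl1 knockdown, the single call became 783 with the replicate block, 669 with the block and the GC trend removed, 705 with the batch term, 119 with DESeq2, 48 in only replicates 1 and 2, and 145 in only replicates 3 and 4. The other alternatives, each library left out in turn included, gave 1. The block and the batch term take the replicate sets out of the spread, and the common dispersion falls from 0.0362 to 0.0093 with the block. The cause of the other changes was not tested. The direct comparison gave 2 or 3 calls under every alternative to the fit without the block.

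Against the count of 1467 with the block, dropping the block gave 1, an absolute log2 fold change of at least 1 gave 66 and an adjusted p under 0.01 gave 216; the other alternatives gave 1311 to 2190. Against 783, dropping the block gave 1, no filter 1243, only the 2 groups compared 426, DESeq2 1232, limma-voom 499, a change of at least 1 gave 27 and an adjusted p under 0.01 gave 94; the others gave 669 to 852. The stricter thresholds lower a count by construction. For the rest the cause was not tested. Of the 1467 and 783 genes, 1412 and 751 remained called with DESeq2 and the block, 1402 and 458 with limma-voom, and 1252 and 664 with the batch term. In the direct comparison with the block, 2 calls became 86 without a filter and 56 with DESeq2; the cause was not tested. Leaving out 1 replicate number in all groups gave 146 (without replicate 3) to 954 genes in Rbmx knockdown, 100 (without replicate 4) to 695 in Rbmxl1 knockdown and 2 to 7 in the direct comparison, from fewer samples. Without replicates 1, 2, 3 and 4, 667, 862, 139 and 483 of the 1467 genes and 172, 440, 103 and 95 of the 783 remained called.

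Other splits of the same libraries were counted. In each of the comparisons without the block, 2 of the 35 splits of the 8 libraries gave as many calls, the real split included. The other one sets replicates 1 and 2 against replicates 3 and 4 and gave 3444 calls among the Rbmx knockdown and scramble libraries, 2887 among the Rbmxl1 knockdown and scramble libraries and 5618 among the knockdown libraries; it follows the replicate sets. The blocked counts for the real splits are 1467, 783 and 2. With the block, 8 splits part every same-number pair. For Rbmx knockdown 1 of the 8, the real one, gave as many calls. The most calls in any other was 0, with 173 to 1258 genes at an unadjusted p under 0.05 against 4366 in the real split. For Rbmxl1 knockdown it was also 1 of the 8, with at most 2 calls in any other. The other splits had 310 to 1731 genes at an unadjusted p under 0.05, against 3479 in the real one. For the direct comparison it was 2 of the 8. There the other splits had 486 to 1704 such genes, against 1002 in the real one. With 8 splits the share is never under 0.05, so this count by itself decides nothing. Unchanged simulated groups gave at most 3 calls with the block in the Rbmx contrast and 4 in the Rbmxl1 contrast over 100 data sets. Their genes varied independently apart from the replicate numbers, so differences that move many genes of a library together are left out. Of the 500 genes ranked first in one replicate set, 88.8% and 91.6% went the same way in the other set of the same contrast in Rbmx knockdown, and 84.4% in Rbmxl1 knockdown, where chance alone would give about 50%.

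The p53 targets in both knockdowns (−0.05 to −0.02 and −0.04 to 0.00) and the neuronal genes in Rbmx knockdown (0.00 to 0.11) were past the threshold under no alternative fixed in advance. In replicates 1 and 2 and in replicates 3 and 4 taken alone, where the lists were not tested against scramble, the medians were −0.04 and −0.02 for the p53 targets in Rbmx knockdown, −0.05 and 0.02 in Rbmxl1 knockdown, and 0.07 and −0.01 for the neuronal genes in Rbmx knockdown. The genome maintenance genes kept their direction under every alternative fixed in advance but lost the threshold with the GC trend removed (−0.08 in Rbmx and −0.11 in Rbmxl1 knockdown), with the block and the GC trend removed (−0.09 and −0.11), under an estimated correlation (−0.14 and −0.10) and under fry (−0.14 and −0.10). The mitotic genes in Rbmx knockdown lost it under an estimated correlation (0.10) and fry (0.10). An estimated correlation and fry allow for correlation between the genes of a list. Across genes, the log2 fold changes with the block had a Spearman rho with GC content of 0.16 in Rbmx and 0.18 in Rbmxl1 knockdown. With transcript length rho was −0.12 and −0.16. Whether these trends account for the shift of the genome maintenance genes was not tested. The replicate block changed the call of no list.

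Leaving out 1 library at a time moved the list medians in Rbmx knockdown from −0.11 (without Rbmx knockdown replicate 1) to 0.22 for the interferon-stimulated genes, from −0.19 to −0.08 (without Rbmx knockdown replicate 1) for genome maintenance, and from 0.06 (without Rbmx knockdown replicate 3) to 0.16 for mitotic genes. In Rbmxl1 knockdown the ranges were −0.04 (without scramble replicate 4) to 0.23 for interferon-stimulated genes, −0.16 to −0.05 (without scramble replicate 3) for genome maintenance, −0.08 to 0.03 (without scramble replicate 2) for neuronal genes, and −0.02 (without Rbmxl1 knockdown replicate 3) to 0.07 for mitotic genes. Of the named genes, uncalled in that fit, Gm7192 in Rbmx knockdown ranged from −0.14 to 0.46, Trp53inp1 in Rbmxl1 knockdown from −0.63 to 0.01 and Ddb2 in Rbmxl1 knockdown from −0.23 to 0.10. In this fit, leaving out 1 library also leaves the replicate sets unbalanced: Trp53inp1 in scramble was at 37.4 and 35.6 CPM in replicates 1 and 2 against 13.0 and 15.3 CPM in replicates 3 and 4. The cause was not tested.

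A further 111 values of named genes changed under the other alternatives, all from uncalled to called: 52 of 70 with the replicate block, 45 of 70 with the block and the GC trend removed and 14 of 70 with DESeq2. The correlation between the knockdowns, 0.693 with a jackknife SE of 0.168, was 0.507 without a filter, 0.26 with disjoint scramble libraries, 0.894 over genes called in either knockdown with the replicate block, 0.296 with Rbmx from replicates 1 and 2 and Rbmxl1 from 3 and 4, and 0.276 for the reverse; the other alternatives fixed in advance gave 0.57 to 0.76. It was 0.528 within replicates 1 and 2 and 0.617 within replicates 3 and 4, for which no simulated value without change was made. Disjoint libraries remove the shared scramble by construction and hold fewer samples, and 2 of the 6 ways of dividing them set the replicate sets against each other (0.004 and 0.069, against 0.328 to 0.405 in the other 4). Without a filter the added genes have few counts. The genes behind 0.894 were chosen by their calls in the same contrasts, which share the scramble libraries, so that choice raises r by construction. The planned correlation over genes called in either knockdown without the block had 2 genes and gave no value.

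Depth limits the weakly expressed named genes most, where single libraries hold few counts: Gm16234 had 0 to 7 in Rbmx knockdown and 2 to 6 in Rbmxl1 knockdown, Gm45893 had 2 to 10 in each, and Inka2 had 7 in scramble replicate 2. The fitted falls of Gm16234 and Gm45893 rest on these counts, and their size is uncertain. For Rbmy and Rbmxl2, a count of 0 allows up to 0.0574 to 0.0696 CPM, again without TMM scaling. The level of Rbmxl1 is limited by reads with several alignments rather than by depth.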

Other observations

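The tests in this part chosen only after the result was seen are those of the shared scramble libraries, of an effect of the scramble or of any targeting plasmid, of a lower total of Rbmx and Rbmxl1 mRNA, of sequencing depth, of sequence shared with Gm7324 and of Rbmxl1 reads counted as Rbmx, together with the tests of whether the effect of a knockdown differs between the replicate sets. Both lists of low-oxygen genes were also written only after some such genes had been seen among the calls.

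The changes in the knockdowns went the same way. Unchanged simulated groups against shared scramble libraries gave an r of at most 0.522 over 100 data sets, against 0.693 in the data. With a jackknife SE of 0.168 over libraries, that gap decides nothing by itself. Shared scramble libraries as the whole cause, and chance values of the same libraries, are argued against by contrasts that share no library. Of the 500 genes ranked first within replicates 1 and 2 or within replicates 3 and 4 of one knockdown, 82.8% to 90.8% went the same way in the other replicates of the other knockdown, and r over all genes was 0.276 and 0.296. The GC content trend of the libraries is argued against as the whole cause, since 430 genes were called in both knockdowns with the block and the trend removed, and 320 of the 516 genes called in both were among them.

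Several explanations of the shared direction stay open. An effect of the scramble plasmid or of any targeting plasmid cannot be told apart from an effect of either knockdown. Of the genes called in either knockdown with the block, 99.3% went the same way in both, in contrasts that share the scramble libraries. The direct comparison with the block called only Rbmx and Rbmxl1. It called 86 genes without a filter and 56 with DESeq2, and the other alternatives gave 2 to 7. A comparison with cells without a plasmid, or with another microRNA, was not available among the 12 libraries. The interferon-stimulated genes were not past the threshold against scramble: the lower of their camera adjusted p-values was 0.527 with the block, over medians of small size. Scramble received the same amounts of plasmid, so an interferon response common to all plasmids would not show in these contrasts. The sign of the median turned when single libraries were left out, which also unbalances the replicate sets. This test therefore leaves an interferon response to the plasmids open. A lower total of Rbmx and Rbmxl1 mRNA is not seen in Rbmxl1 knockdown, where the summed count changed by −0.01 on the log2 scale with the block. That sum leaves out the Rbmxl1 reads with several alignments, so this explanation stays open too. Overlapping functions of the proteins remain an untested biological explanation.

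Genes of the response to low oxygen stood out among the shared rises. A list of 14 such genes was written after some had been seen among the calls, and a second list of 20 others was written before their values were seen. The 14 genes already seen were all higher in both knockdowns with the block (medians 0.77 and 0.70), which is no test, since they include the genes that drew attention. Of the 20 unseen genes, 15 were higher in Rbmx knockdown (median 0.37; 13 called with the block, 12 of them upward) and 16 in Rbmxl1 knockdown (median 0.31; 7 called, 6 of them upward). The camera p-values with the preset correlation were 2.6e-04 and 8.7e-04. With an estimated correlation they were 0.200 and 0.237, and fry gave 0.0383 and 0.0740. Of these values only that of fry in Rbmx knockdown was under 0.05, and without the block fry gave 0.0946 there. The shift therefore depends on the test and on the correlation assumed between genes. The mean score of the list was higher than in the same-number scramble library in 4 of 4 cases in each knockdown. Stc2 fell (−0.29 and −0.32), and Vegfa did not rise (−0.21 and −0.04).

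The GC content trend of the libraries is argued against for this shift: with the trend removed, the lower of the medians of the 20 unseen genes was 0.29. A hypoxia-type response in both knockdowns is a hypothesis that these p-values (2.6e-04 and 8.7e-04) leave open. It may equally reflect cell density, the time between harvest and sorting or an effect of the plasmids, for which the files hold no measure. The direct comparison gave a camera p of 0.165 for the unseen genes, so a difference between the knockdowns was not seen.

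Replicates 1 and 2 lay apart from replicates 3 and 4 in all groups. Between these sets 8001 genes differed, 45.5% of those tested, 4053 higher and 3948 lower in replicates 3 and 4, and 760 passed 2-fold. The share of reads outside features was 26.3% to 29.2% in replicates 1 and 2 and 30.8% to 32.2% in replicates 3 and 4. A GC content trend as the whole cause is argued against: 8165 genes differed with the trend removed, 7787 of them among the 8001. A difference in sequencing depth is argued against, since the lowest library of replicates 3 and 4 had 43.1 M reads in genes and the highest 52.2 M, around the 43.8 to 48.6 M of replicates 1 and 2. A difference in the share of dividing cells was not seen in the mitotic cell cycle genes (camera p 0.924, median −0.01, 15 of 30 higher in replicates 3 and 4). Members that go both ways decide nothing, so this stays open. A difference between library or sequencing batches, or between cell passages, was not tested, because the labels name none. No biological group follows this separation.

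The effect of each knockdown was compared between the replicate sets. No gene was called for a difference (1466 genes in Rbmx and 1186 in Rbmxl1 knockdown had an unadjusted p under 0.05, where 878 are expected). Of the 10 list tests of this difference, 4 passed the threshold with the preset correlation. They were the mitotic cell cycle genes in Rbmx knockdown (medians −0.02 in replicates 1 and 2 and 0.25 in replicates 3 and 4, adjusted p 1.3e-07) and, in Rbmxl1 knockdown, the mitotic cell cycle genes (−0.08 and 0.14, 7.2e-07), the interferon-stimulated genes (−0.08 and 0.25, 4.8e-04) and the genome maintenance genes (−0.02 and −0.16, 0.00284). None of the 10 passed with an estimated correlation (lowest adjusted p 0.432) or under fry (lowest 0.0568).

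Gm7324 was lower in Rbmxl1 knockdown (log2 fold change −1.60 ± 0.31 with the block, adjusted p 0.0128; lower in 4 of 4 same-number pairs). Without the block it was not called (−1.59 ± 0.30, adjusted p 0.303). It overlaps other annotated genes on both strands, so its count is uncertain. Of its 50-base words, 79.4% occur in Rbmxl1 transcripts. Reads or microRNA target sites shared with Rbmxl1 therefore cannot be told apart from an effect on Gm7324 itself, because the microRNA sequences and the placement of shared reads are not given.

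Rbmx was higher in Rbmxl1 knockdown by 0.36 on the log2 scale with the block. Reads of Rbmxl1 counted as Rbmx are argued against, since they would lower Rbmx where Rbmxl1 falls. A response of Rbmx to the loss of Rbmxl1 and an effect of the scramble or of the targeting plasmids stay open; these were not tested apart. The rise is 1 of 783 calls in that contrast.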
